A study of Homo sapiens with 2 samples. Its data were reported in "Long noncoding RNA GAS5 inhibits progression of colorectal cancer by interacting with and triggering YAP phosphorylation and degradation and is negatively regulated by the m6A reader YTHDF3" (2019).

How the data were processed

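RNA immunoprecipitation followed by sequencing (RIP-seq) was performed in HCT116 cells, with 1 library from an antibody against YAP (Cell Signaling, clone D8H1X) and 1 library from control immunoglobulin G (IgG, Millipore). Per the labels and the methods of the study, lysates were incubated with antibody on protein A/G magnetic beads with a Magna RIP kit, and the recovered RNA was purified with proteinase K before Illumina sequencing. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated.

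The deposited table held 24253 transcripts with Ensembl transcript IDs under 13340 gene names. For each transcript the authors deposited an estimated count and an FPKM (fragments per kilobase of transcript per 1000000) for each library. The estimated counts were not whole for 32.1% of the 3639 transcripts above 0 in the IgG library and for 32.7% of the 4051 transcripts above 0 in the anti-YAP library, as happens when reads shared between isoforms are divided by an estimate. The deposited FPKM values were scaled by the authors to a library total that is larger than the sum of the table. Transcript IDs were matched to GENCODE release 29 (GRCh38), in which 24195 IDs were found and 58 were not. Most of these are typed there as lincRNA (12911) or antisense (10892), and a few as other classes, such as protein coding (19) and retained intron (14). Coordinates and overlapping genes are from that release and were not mixed with another build. It was not used to recount reads, and the annotation behind the deposited table may differ from it, since only 9669 transcripts carried the same gene name in both.

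The relative depth of the libraries was the median, over the 940 transcripts with at least 10 counts in both, of the count divided by the FPKM in the anti-YAP library over the same quotient in the IgG library. It was 1.64 (quartiles 1.638 and 1.643). With the GENCODE transcript lengths, the same quotients gave a library total of 9435147 for IgG from 347 transcripts with at least 50 counts and an FPKM above 1, of which 96.8% lay within 2% of the median. The anti-YAP total used was this total times the relative depth, 15479575. Over 334 transcripts of the anti-YAP library, 96.1% of the quotients lay within 2% of their median. What kind of reads the authors counted in these totals was not stated.

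Estimated counts were rounded to whole numbers for testing. Each transcript, and each gene after summing the transcripts that share a gene name, was tested with a two-sided Fisher's exact test of its count against the rest of the library, with Benjamini-Hochberg adjustment over the features with at least 10 counts summed over both libraries. A call needed an adjusted p under 0.05 and a fold above 2, the thresholds the study gives for its volcano plot. Counts at or under 3 were set to 3 for the fold, which is then a bound that leaves out the counting error of the other count. Because there was 1 library per antibody, no dispersion could be estimated and edgeR's quasi-likelihood test could not be fitted. The test covers counting error only. It compares the reads of the 2 libraries and not the antibodies, and reads that are PCR copies are not independent molecules. Intervals of a ratio are exact 95% Clopper-Pearson intervals of the conditional binomial, and intervals of a share are 95% Wilson intervals.

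The genes named were fixed by rule before the data were examined. They were GAS5 with all its counted transcripts, a fixed set of other lncRNAs that the study mentions in its text or plot of this experiment (NEAT1, XIST, HOTAIR, H19 and LRRC75A-AS1, which are not all it mentions), the 5 genes with the largest fold among those called higher, the 5 among those called lower, and the 3 most abundant genes of each library. The first rows of the table had been seen when that rule was written. Genes that the table lists under clone names are given here by their GENCODE names where there is one. Genes outside the rule are marked where they appear. In addition, 3 lists of genes were fixed by name: SNHG followed by a number (snoRNA host genes, GAS5 left out), names ending in -AS with an optional number (antisense genes), and LINC followed by a number. The median of each list was placed among the medians of 10000 random lists of the same size, drawn from the other tested genes within 10 bins of mean abundance.

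Before use, the calling function was tested on simulated libraries with 1545 tested genes, of which 200 were changed 4-fold. The changed genes were drawn from those with at least 50 summed counts, and the simulated counts varied by counting error alone. The calling function recovered 100% of the changed genes and called 6 of 1345 unchanged genes. The recovery thus does not cover sparser changed genes, and neither figure covers variation beyond counting error. The edgeR exact test with an assumed biological coefficient of variation of 0.1 recovered 200 of those 200 genes, and with an assumed 0.4 it recovered 0 of 200.

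The alternatives tried were other scalings of depth (total counts of the table, TMM factors from edgeR, median-of-ratios size factors from DESeq2), no filter or a minimum of 50 summed counts, the edgeR exact test with an assumed coefficient of variation of 0.1 or 0.4, 0.5 added to each count in place of the floor, a fold above 4, and folds from the deposited FPKM with 0.001 in place of 0. For GAS5 the sum of deposited FPKM and its most abundant transcript alone were also tried. Summing by GENCODE gene ID, and the exact test with assumed variation for the GAS5 gene, were chosen after seeing the data. The share of each transcript's 31-base words found in other GENCODE genes on either strand was computed for 5158 counted transcripts. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0.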

Results

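The experiment asked which long non-coding RNAs (lncRNAs) are recovered with YAP, a transcriptional co-activator under the control of the Hippo pathway. RIP-seq was carried out in HCT116 cells, a human colorectal cancer line. In this assay an antibody pulls a protein from a cell lysate, and the RNA that comes down with it is sequenced. The anti-YAP group had 1 library, and the IgG group, which measures background, had 1 library. No difference reported here therefore has a replicate check. Each test compared the reads of these 2 libraries and not the antibodies.

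The lncRNA counts summed to 280267 in the IgG library and 298716 in the anti-YAP library. The library totals implied by the deposited counts and FPKM were 9435147 for IgG and 15479575 for anti-YAP, so the lncRNA table held 2.97% of the IgG library and 1.93% of the anti-YAP library. More than 3 counts were found for 2461 transcripts with IgG and 2494 transcripts with anti-YAP, of which 1614 were shared. A limit of 10 counts moved the numbers most by ratio, to 1307 with IgG and 1320 with anti-YAP. Across the shared transcripts, which are not independent replicates, the Spearman correlation of counts was 0.763, and across the 1313 genes with more than 3 counts in both libraries it was 0.796. A count of 0 allows up to 0.318 counts per 1000000 with IgG and 0.194 with anti-YAP.

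A few genes held most of the lncRNA counts. The 10 most abundant genes took 72.7% of the table in the IgG library (95% Wilson interval 72.5 to 72.9) and 72.7% in the anti-YAP library (72.6 to 72.9). The top 3 took 57.2% with IgG (57.0 to 57.4) and 60.4% with anti-YAP (60.2 to 60.6). Counting transcripts in place of genes gave 68.1% and 68.4% for the top 10. MALAT1 on chromosome 11 (GRCh38, 65497688 to 65506516) had 54634 counts with IgG and 70486 with anti-YAP, a log2 ratio of -0.35 per unit of library depth. The entry named RPPH1 on chromosome 14 had 54483 and 67788 counts, a log2 ratio of -0.40. RMRP on chromosome 9 had 51216 and 42174 counts, a log2 ratio of -0.99. MALAT1 and RPPH1 changed sign when the depth was taken from within the table, at log2 ratios of 0.28 and 0.22 with table totals. The sequence of the RPPH1 entry was shared with other annotated genes over 62.0% of its length in 31-base words, and that of RMRP over 98.3%. Each overlaps a ribozyme gene on the same strand, annotated as RPPH1 and RMRP. The shared words may thus be a second annotation of the same RNA. Whether reads of other RNAs entered these counts was not tested.

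Of 2008 transcripts tested, 183 were called higher with anti-YAP and 614 lower, so 23.0% of the calls were higher. The median log2 ratio over the tested transcripts was -0.63, and 69.9% lay below 0. Of the 183 higher transcripts, 137 had at most 3 counts with IgG, among them 110 with 0 counts. Of the 614 lower transcripts, 211 had at most 3 counts with anti-YAP. A minimum of 50 summed counts moved the higher count most, to 28, and an assumed coefficient of variation of 0.4 in the edgeR exact test moved the lower count most, to 76, with 42 higher. After summing transcripts by gene, 1543 genes were tested, of which 83 were called higher and 440 lower, so 15.9% of the calls were higher. The median log2 ratio over genes was -0.63, and 72.2% lay below 0. With the assumed variation of 0.4, 3 genes were higher and 8 lower.

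The split of the calls depended on the scaling. With the total counts of the table as depth, the relative depth was 1.07 in place of 1.64 and the median gene log2 ratio rose by 0.62, to -0.01. The calls were then 181 genes higher and 230 lower, with 44.0% higher. With TMM factors the median rose by 0.63, and 182 genes were higher and 230 lower (44.2% higher). With median-of-ratios size factors the median rose by 0.71, to 0.08, and 200 genes were higher and 196 lower (50.5% higher). These size factors were taken over all genes with counts in both libraries, also those too sparse to test. The TMM factors were taken over the tested genes only. For transcripts, the shares of higher calls under these scalings were 46.8%, 46.6% and 52.3%. Each of these scalings raises the log2 ratios of all genes by the same amount, so the gain of higher calls and the loss of lower calls follow from the construction and do not test the single calls.

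**Figure D1:**
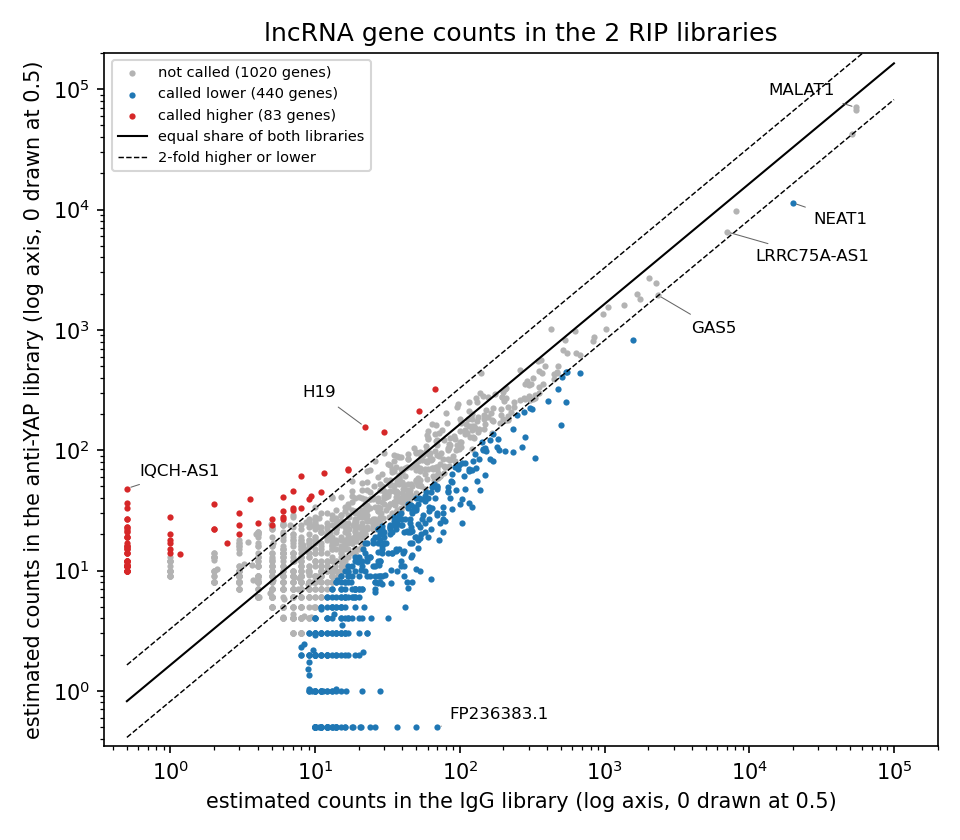
Estimated counts of the 1543 tested lncRNA genes in the IgG library (horizontal) and the anti-YAP library (vertical), both on log axes, with counts of 0 drawn at 0.5. The solid line marks an equal share of both library totals and the dashed lines 2-fold; most genes lie below the solid line, and most of the 83 higher calls lie at 3 IgG counts or fewer (60 genes).

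The higher calls sat among sparsely counted genes. Of the 986 genes with 10 to 50 summed counts, 72 were higher and 274 lower. Of the 385 genes with 50 to 200 counts, 9 were higher and 129 lower. Of the 172 genes with at least 200 counts, 2 were higher and 37 lower, and 147 had a log2 ratio below 0. The standard deviation of the log2 ratio was 1.41, 0.96 and 0.65 in these classes, against median counting errors of 0.75, 0.32 and 0.15. The 2 well-counted genes called higher, named here after their values were seen, were LINC00641 (67 counts with IgG and 320 with anti-YAP, log2 ratio 1.54, adjusted p 4.8e-17, Fisher's exact test) and AL731571.1 (52 and 212 counts, log2 ratio 1.31, adjusted p 2.9e-09). Against an IgG count at the floor of 3, a fold of 2 was reached at 9.84 anti-YAP counts. Against an anti-YAP count at the floor it was reached at 3.66 IgG counts. A call also needed at least 10 summed counts and an adjusted p under 0.05, so these counts alone did not make a call.

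GAS5 is the lncRNA that the study followed. It lies on chromosome 1 from 173863900 to 173868882 on the minus strand (ENSG00000234741), where it overlaps GAS5-AS1 and ZBTB37 on the other strand. Summed over transcripts, GAS5 had 2333 counts with IgG and 1947 with anti-YAP, or 247 and 126 counts per 1000000 of the library. The ratio of anti-YAP to IgG was 0.509 (95% interval 0.479 to 0.540), a log2 ratio of -0.98 with an adjusted p of 3.4e-105 in Fisher's exact test. The gene was 1.97-fold lower, under the fold of 2 that a call needed. The deposited FPKM summed to 407 with IgG and 205 with anti-YAP. GAS5 ranked number 7 among all genes by counts in the IgG library and number 10 in the anti-YAP library. Among the 172 genes with at least 200 counts, 41 had a lower log2 ratio than GAS5 and 130 a higher one, and GAS5 lay at -0.41 relative to their median of -0.57. The ratio stayed below 0 under each scaling, and median-of-ratios factors moved it most, to -0.26 (adjusted p 9.7e-08). With the assumed variation of 0.4 in the edgeR exact test, the adjusted p was 0.64.

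The table listed 10 GAS5 transcripts, of which 7 had counts and 5 were tested. The most abundant, ENST00000450589 (632 nt, 12 exons), had 1372 counts with IgG and 1191 with anti-YAP, a log2 ratio of -0.92. ENST00000448718 (565 nt, 11 exons) had 860 and 570 counts and was called lower, at a log2 ratio of -1.31 and an adjusted p of 1e-62 in Fisher's exact test. It was no longer called lower under the scalings within the table. ENST00000430245 had 92.8 and 122 counts (adjusted p 0.18), and its log2 ratio of -0.33 changed sign under those scalings. ENST00000414075 had 7.53 and 28.9 counts (adjusted p 0.084) and was called higher under those scalings. ENST00000451607 (1007 nt, 12 exons) had 0 counts with IgG and 27.7 with anti-YAP. It was called higher, at least 5.62-fold, with an adjusted p of 1.4e-05 in Fisher's exact test, and it held 1.42% of the anti-YAP counts of GAS5. The other counted transcripts, ENST00000425771 and ENST00000449289, had 0 counts with IgG and 3.26 and 3.9 counts with anti-YAP, too few for a test.

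**Figure D2:**
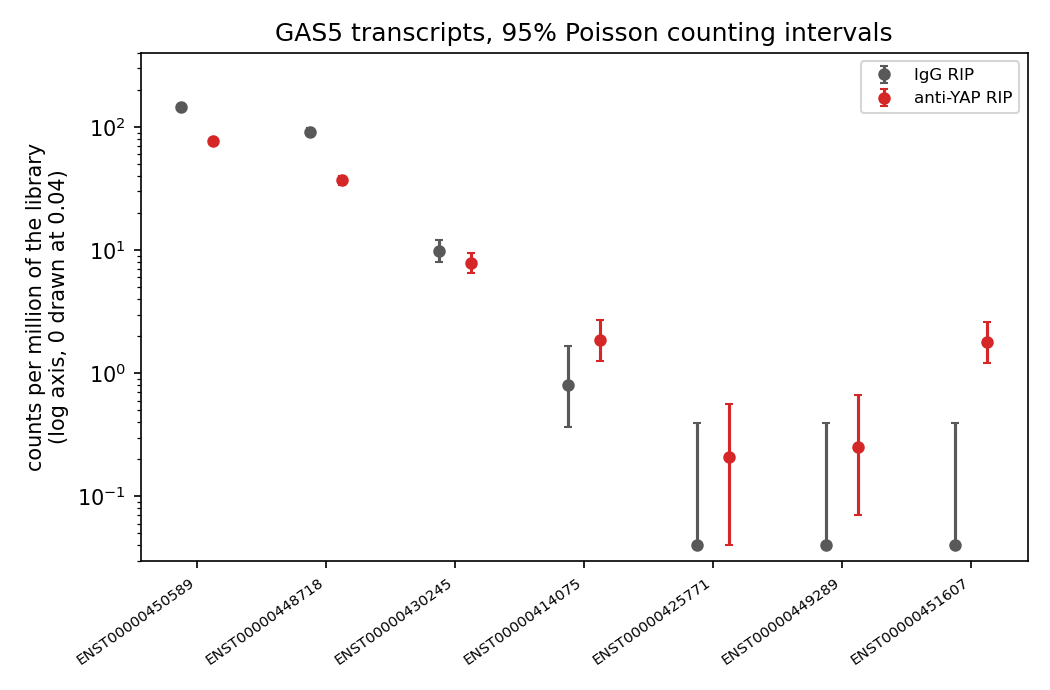
Counts per 1000000 of the library (vertical, log axis, 0 drawn at 0.04) of the 7 counted GAS5 transcripts (horizontal) in the IgG library (grey) and the anti-YAP library (red), with 95% Poisson counting intervals of single libraries. The 2 transcripts with the most counts lie lower with anti-YAP, and ENST00000451607, with 0 counts with IgG and 1.79 counts per 1000000 with anti-YAP, lies higher.

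Of the other lncRNAs in the naming rule that the study mentions (NEAT1, XIST, HOTAIR, H19 and LRRC75A-AS1), H19 alone was called higher as a gene. H19 (chromosome 11, 1995176 to 2001470, minus strand) had 22 counts with IgG and 157 with anti-YAP, a ratio of 4.35 (95% interval 2.77 to 7.14) with an adjusted p of 6.7e-13 in Fisher's exact test. It was called higher under every filter and fold tried and under the scalings within the table, which raise every ratio. Summed by GENCODE gene ID, chosen after seeing the data, its log2 ratio was 1.77 in place of 2.12. That sum leaves out ENST00000446406 (0 and 33.5 counts), which was not found in GENCODE. With the assumed variation of 0.4 in the edgeR exact test, the adjusted p of H19 was 0.21. NEAT1 (chromosome 11, 65422774 to 65445540) had 19939 and 11381 counts, a log2 ratio of -1.52 (95% interval -1.56 to -1.49), and was called lower. Under the scalings within the table it was below 2-fold, and with median-of-ratios factors its log2 ratio was -0.81. LRRC75A-AS1 (chromosome 17, 16438822 to 16478678) had 6973 and 6535 counts, a log2 ratio of -0.81, and was not called. XIST had 0 counts with IgG and 2 with anti-YAP, and HOTAIR had 6 and 2, too few for a test.

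Transcripts of one gene moved in different directions. NEAT1, a gene called lower, held 1 transcript called higher (ENST00000616315, 0 and 26.7 counts), which took 0.23% of its anti-YAP counts. LRRC75A-AS1 held 3 transcripts called higher and 8 called lower, and the higher ones took 1.65% of its anti-YAP counts. H19 held 3 transcripts called higher with 69.8% of its anti-YAP counts. THUMPD3-AS1, named here after its values were seen, had 129 counts with IgG and 274 with anti-YAP as a gene (log2 ratio 0.37) and held 3 transcripts called higher and 2 called lower. Of all 183 transcripts called higher, 91 belonged to genes with a log2 ratio of at most 1, and 66 of them to genes with a log2 ratio of at most 0. The gene itself was called higher for 79 of the 183.

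**Figure D3:**
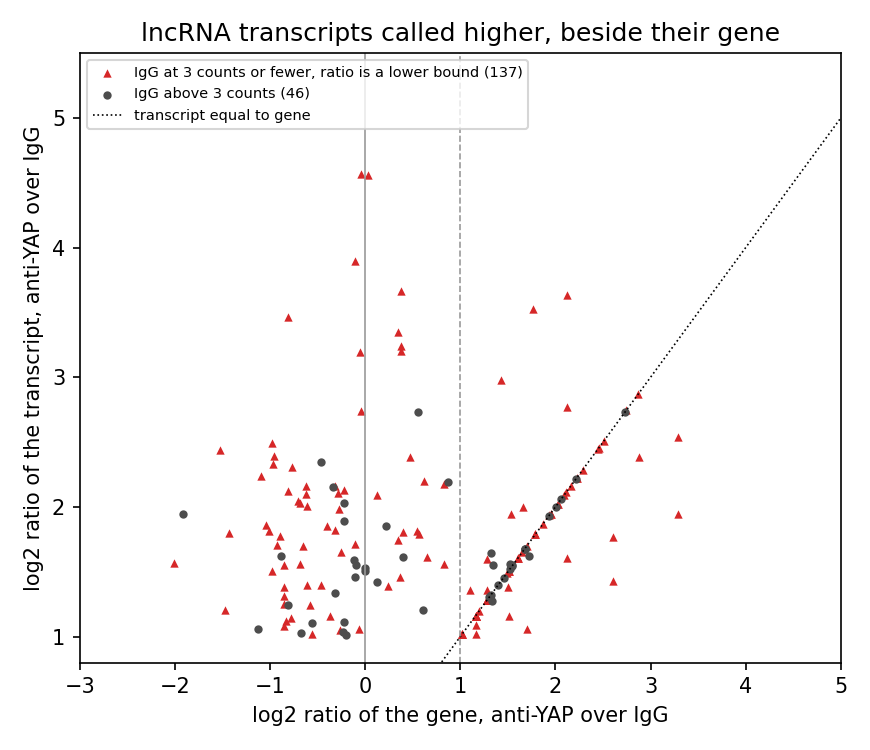
Log2 ratio of anti-YAP to IgG for the 183 transcripts called higher (vertical) against the log2 ratio of their gene (horizontal); triangles are the 137 transcripts with at most 3 IgG counts, whose ratio is a lower bound, and circles the other transcripts. The solid vertical line marks a gene log2 ratio of 0, with 66 transcripts at or left of it, and the dashed line marks 1, with 91 at or left of it.

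The largest folds rested on small counts. A bound on a fold sets a count at or under 3 to 3, and does not include the counting error of the other library. IQCH-AS1 (chromosome 15, 67403619 to 67521844) had 0 counts with IgG and 48.0 with anti-YAP, at least 9.76-fold higher (adjusted p 3.4e-09, Fisher's exact test). MIRLET7BHG on chromosome 22 had 0 and 36.1 counts, at least 7.34-fold higher. CTC-487M23.5, which was not found in GENCODE, had 2 and 36 counts, at least 7.31-fold higher against that floor, with a 95% interval of the ratio of 2.82 to 94.1 from the counts themselves. AC095055.1 on chromosome 4 had 0 and 33 counts, at least 6.70-fold higher. Protein-coding genes on the other strand overlap IQCH-AS1 (IQCH and C15orf61), MIRLET7BHG (PRR34) and AC095055.1 (SH3D19), and also FLJ45513 below (TAC4). With the use of strand not stated, reads of those genes may have entered these counts. LINC01772 on chromosome 1 had 3.57 and 38.9 counts, a ratio of 6.65 (95% interval 2.14 to 22.9). It shared 32.7% of its 31-base words with other genes and overlaps the pseudogene CROCCP3. In the other direction, FP236383.1 on chromosome 21 had 69.5 counts with IgG and 0 with anti-YAP, at least 38.0-fold lower. Its 2498 nt transcript is identical in sequence to that of FP671120.1, which had 69.5 and 122 counts, and the copies summed to a log2 ratio of -0.90. FLJ45513 on chromosome 17 had 49.6 and 0 counts, at least 27.1-fold lower. FOXD2-AS1 on chromosome 1 had 37 and 0 counts, at least 20.2-fold lower. AC011511.5 on chromosome 19, which overlaps ICAM1 and ICAM4 and shared 67.6% of its 31-base words with other genes, had 28 and 1 counts, at least 15.3-fold lower against the floor, with a 95% interval of the ratio of 0.00053 to 0.132. LINC01547 on chromosome 21 had 26.0 and 0 counts, at least 14.2-fold lower.

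The lists of genes fixed by name lay below 0 with the library depth. Of 20 snoRNA host genes, 17 were tested, with a median log2 ratio of -0.46 (95% order-statistic interval -0.65 to -0.07), at percentile 78.1 of random lists matched on abundance. Of these genes 0 were called higher and 1 lower, and adjusted over the list alone 1 was higher and 1 lower. Of 1192 antisense genes, 311 were tested, with a median of -0.52 (-0.64 to -0.33), at percentile 99.3 of random lists, whose median was -0.69. Here 18 were higher and 75 lower, with 18 and 75 adjusted over the list alone. A minimum of 50 counts left 146 antisense genes, at percentile 88.6. Of 1498 LINC genes, 141 were tested, with a median of -0.71 (-0.96 to -0.56), at percentile 31.8, with 7 higher and 53 lower, and 7 and 55 adjusted over the list alone. With the table total as depth the medians were 0.16 for snoRNA host genes, 0.10 for antisense genes and -0.09 for LINC genes, and the percentiles did not change. The calls with that depth were 4 higher and 1 lower for snoRNA host genes, 38 higher and 36 lower for antisense genes, and 11 higher and 28 lower for LINC genes. The use of strand was not stated, so counts of antisense and overlapping genes may include reads of the gene on the other strand.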

Values the study reported

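The study described its leading lncRNA candidates, from which it selected GAS5, as enriched more than 2-fold with anti-YAP relative to IgG, in a sentence that names qRT-PCR and gel electrophoresis as the assays. Its plot of the RIP-seq experiment marked the most upregulated lncRNAs, with a fold change above 2 and a false discovery rate below 0.05. By RACE analysis it reported a full-length GAS5 transcript of 656 bp.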

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

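The scaling moved every count of calls by over 1.5 times. With table totals, TMM factors and median-of-ratios factors, respectively, 299, 299 and 310 transcripts were higher and 340, 342 and 283 lower, and 181, 182 and 200 genes were higher and 230, 230 and 196 lower. The cause lies in the construction, since these factors take the depth ratio from the lncRNA table (1.07, 1.06 and 1 for genes) and not from the libraries (1.64). With a minimum of 50 counts, 28 transcripts were higher and 200 lower, and 11 genes were higher and 166 lower, out of fewer features tested (649 transcripts and 557 genes). With a fold above 4, 57 transcripts were higher and 362 lower, and 23 genes were higher and 243 lower. With the edgeR exact test at an assumed coefficient of variation of 0.4, 42 transcripts were higher and 76 lower, and 3 genes were higher and 8 lower. In simulated libraries that setting recovered 0 of 200 genes changed 4-fold, so with 1 library per antibody a loss of a call under it says little of the gene. Of the named genes, IQCH-AS1, MIRLET7BHG, AC095055.1 and the 5 with the largest fold lower kept their call at 0.4. NEAT1, H19, CTC-487M23.5 and LINC01772 lost theirs. The assumed variation does not cover how reads are assigned between identical copies, which could account for the call of FP236383.1 (log2 ratio -0.90 when summed with its copy). The counts stayed within 1.5 times with no filter, the assumed variation of 0.1, 0.5 added to each count, the folds from FPKM (transcripts) and, chosen after seeing the data, sums by GENCODE gene ID (81 genes higher and 441 lower).

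The GAS5 ratio kept its direction under the alternatives computed for it (the scalings, the assumed variations, the sum of FPKM and its most abundant transcript), from -0.99 with the sum of FPKM to -0.26 with median-of-ratios factors. Its adjusted p stayed under 0.05 in the tests tried except the edgeR exact test with an assumed 0.4, chosen after seeing the data, where the log2 ratio was -0.98 and the adjusted p 0.64. Of its transcripts, ENST00000430245 reversed to 0.30, 0.29 and 0.39 with table totals, TMM and median-of-ratios factors. ENST00000451607, with 0 counts with IgG and 27.7 with anti-YAP, kept its higher call under each alternative that tested it, the assumed 0.4 included.

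With table totals and TMM factors the list medians were 0.16 and 0.17 for snoRNA host genes, 0.10 and 0.11 for antisense genes and -0.092 and -0.086 for LINC genes, by the same change of depth. MALAT1 reversed to 0.28, 0.28 and 0.37 under the table scalings and RPPH1 to 0.22, 0.23 and 0.32. Over the GAS5 transcripts and the named genes, MALAT1 and RPPH1 included and the GAS5 sum left out, 12 adjusted p values rose above 0.05. All 12 were from the edgeR exact test with an assumed variation. Another 3 fell under 0.05, all for ENST00000414075 under the table scalings. Changes of size alone were not counted. With median-of-ratios factors, for example, the log2 ratio of LRRC75A-AS1 moved from -0.81 to -0.09 and that of H19 from 2.12 to 2.84.

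A limit of 10 counts gave 1307 detected transcripts with IgG and 1320 with anti-YAP, and any count above 0 gave 4051 with anti-YAP. The top 10 transcripts in place of genes held 68.1% and 68.4% of the counts, by construction smaller units. No paired analysis was possible because there is 1 library per antibody. The depth limits the folds: 60 of the 83 higher genes had at most 3 IgG counts, so their folds are lower bounds.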

Other observations

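The tests of counting error, GC content, length, identical copies, abundant genes, library totals, the GAS5 percentile and opposite calls were chosen after the results were seen. The other tests were set before their results were seen.

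The ratio of GAS5 summed over its transcripts was 0.509 here. That is lower than the value quoted from the study above. The quoted enrichment may come from qRT-PCR or refer to a single transcript, so the comparison may be between different quantities. GAS5 lay at percentile 24.4 of the 172 genes with at least 200 counts, between the 5th and 95th percentiles and 0.41 below their median, so a shift shared by most lncRNAs may account for part of its ratio below 0. With median-of-ratios factors, which raise every gene log2 ratio by 0.71, that of GAS5 was still -0.26. The 1 GAS5 transcript called higher, ENST00000451607 (0 and 27.7 counts, at least 5.62-fold), is past the thresholds of fold and adjusted p and held 1.42% of the anti-YAP counts of the gene. With 1 library per antibody, binding of GAS5 to YAP itself stays untested by these counts. The study's case for that binding also rests on other assays, which were not examined here. They include RIP with qRT-PCR for GAS5, RNA pull-down, binding of purified YAP protein and co-staining in cells.

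Most lncRNA genes had a lower share of the anti-YAP library than of the IgG library. A few abundant genes of the table taking more of the anti-YAP library are argued against, because the counts of the 10 most abundant genes stood at a ratio of 1.07 (95% interval 1.06 to 1.07), under the library ratio of 1.64, as did all 10 genes singly. RNA outside the table took 98.1% of the anti-YAP library and 97.0% of the IgG library. More mRNA or ribosomal RNA with anti-YAP, a true loss of lncRNAs and library totals that count different reads (implied ratio 1.64) cannot be told apart, since the table holds a small part of each library and the make-up of the totals was not stated.

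The log2 ratios of the 172 genes with at least 200 counts had a standard deviation of 0.65, against a median counting error of 0.15 that takes each read as its own molecule. PCR copies would enlarge that error, and no duplicate rate was in the tables. An enlargement by a common factor is argued against, because the variance was 7.82 times the counting variance (95% bootstrap interval 6.74 to 8.82) over genes with 50 to 200 counts and 58.6 times (25.005 to 100.55) over genes with 1000 or more. An enlargement that grows with abundance stays open. Removing a quadratic trend in GC content left 0.64, and in transcript length 0.65. Over the 68 genes with under 10% of their 31-base words in other genes it was 0.66. GC content, length and shared sequence are thus each not the whole cause. A difference between the antibodies and a difference between any pair of library preparations stay open, since no second library of either antibody was analysed here.

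Reads shared between isoforms may account for part of the transcripts called higher, on mixed evidence. A fractional count marks reads divided between transcripts, and 117 of the 183 higher transcripts had one, against a mean of 83.0 (central 95% 71 to 95) when the marks were shuffled 10000 times among transcripts of like count. This was 11.9% of 987 transcripts with a fractional count and 6.46% of 1021 with whole counts. Sharing would also push transcripts lower. Of the 614 lower transcripts 321 had a fractional count, a smaller excess inside the central 95% of the shuffles (mean 301.8, 282 to 322), of which 334 of 10000 gave as many. The number of genes with both a higher and a lower transcript, 46 of 261, was no larger than after shuffling (mean 46.4, central 95% 38 to 55), so that test did not single out isoform sharing. Sharing as the whole cause is argued against, since 5.90% of 746 transcripts (44) in genes with 1 annotated transcript, which have no annotated isoform to exchange reads with, were called higher. The larger rate in genes with several, 10.9%, goes with sharing as part of the cause. Isoform differences in recovery stay open and untested.

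The largest fold lower, FP236383.1, could follow from reads assigned to 1 of a pair of identical copies. Its sequence equals that of FP671120.1, and the sum of both had a log2 ratio of -0.90 (95% interval -1.27 to -0.54), which covers the median of all genes (-0.63). The gene lies on chromosome 21 over an annotated 5.8S ribosomal RNA gene. In all, 17 sequences occurred in more than 1 gene among the counted transcripts, and 5 such genes had calls (1 higher and 4 lower).

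Among NEAT1, H19 and LRRC75A-AS1, which had counts enough for a test, H19 was called higher with anti-YAP. Shared sequence is argued against, for its transcripts found in GENCODE, by the 4.62% of their 31-base words found in other genes. The H19 transcript ENST00000446406 (0 and 33.5 counts, called higher) was not found there, and its sequence was not checked. Variation between single libraries cannot be told apart from an effect of the antibody. The adjusted p was 0.21 in the edgeR exact test with an assumed 0.4 (between 3.2e-24 and 0.21 over the alternatives), a setting that recovered 0 of 200 simulated 4-fold changes. Recovery of H19 with YAP may be worth a replicate experiment.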
